# *Shh* and ZRS enhancer colocalisation is specific to the zone of polarising activity

**DOI:** 10.1242/dev.139188

**Published:** 2016-08-15

**Authors:** Iain Williamson, Laura A. Lettice, Robert E. Hill, Wendy A. Bickmore

**Keywords:** 5C, Chromosome loop, Enhancer, Limb development, Super-resolution microscopy

## Abstract

Limb-specific *Shh* expression is regulated by the (∼1 Mb distant) ZRS enhancer. In the mouse, limb bud-restricted spatiotemporal *Shh* expression occurs from ∼E10 to E11.5 at the distal posterior margin and is essential for correct autopod formation. Here, we have analysed the higher-order chromatin conformation of *Shh* in expressing and non-expressing tissues, both by fluorescence *in situ* hybridisation (FISH) and by chromosome conformation capture (5C). Conventional and super-resolution light microscopy identified significantly elevated frequencies of *Shh*/ZRS colocalisation only in the *Shh*-expressing regions of the limb bud, in a conformation consistent with enhancer-promoter loop formation. However, in all tissues and at all developmental stages analysed, *Shh*-ZRS spatial distances were still consistently shorter than those to a neural enhancer located between *Shh* and ZRS in the genome. 5C identified a topologically associating domain (TAD) over the *Shh*/ZRS genomic region and enriched interactions between *Shh* and ZRS throughout E11.5 embryos. *Shh*/ZRS colocalisation, therefore, correlates with the spatiotemporal domain of limb bud-specific *Shh* expression, but close *Shh* and ZRS proximity in the nucleus occurs regardless of whether the gene or enhancer is active. We suggest that this constrained chromatin configuration optimises the opportunity for the active enhancer to locate and instigate the expression of *Shh*.

## Abstract (precis)

**Summary:** Super-resolution microscopy reveals that, during mouse limb development, enhancer-driven gene expression results in the juxtaposition of *Shh* and its limb bud-specific enhancer only within cells of the distal posterior limb bud.

## INTRODUCTION

Chromatin looping is a popular model describing how very long-range enhancers can communicate with their target gene promoter (Benabdallah and Bickmore, 2015); however, the relationship of loop formation and gene activation remains unclear. It has been suggested that enhancer-target gene contacts are preformed and present in tissues even where the target gene is not activated (Montavon et al., 2011; Ghavi-Helm et al., 2014). However, other reports indicate that enhancer-gene looping is spatially and temporally restricted to cells where the target gene is active. This includes in the developing mouse limb, where elevated levels of colocalisation of the global control region (GCR) and its target 5′ Hoxd genes is only seen in the cells of the distal posterior portion of the embryonic day (E) 10.5 limb bud (Williamson et al., 2012).

The complex spatiotemporal gene regulatory circuit in the developing limb is a rich system in which to study the activity of distal regulatory elements and their mechanisms of action. The sonic hedgehog gene (*Shh*) encodes a morphogen that directs cell fate during organogenesis. Limb-specific expression of *Shh* is regulated by the ZRS enhancer positioned within an intron of *Lmbr1* ∼1 Mb away at the opposite end of a large gene desert (Lettice et al., 2002, 2003) (Fig. 1A). The ZRS has a functional role in directing spatiotemporal *Shh* expression restricted to a region of the distal posterior mesenchyme of the limb bud known as the zone of polarising activity (ZPA) (Riddle et al., 1993). Limb-specific *Shh* expression is abrogated upon deletion of ZRS (Sagai et al., 2005), whereas point mutations across the 780-bp conserved sequence of the enhancer can induce anterior, ectopic *Shh* expression and can cause preaxial polydactyly (Lettice et al., 2003, 2008; Sagai et al., 2004), triphalangeal thumb (Furniss et al., 2008) or Werner mesomelic syndrome (VanderMeer et al., 2014). Duplications, and even triplication, of the ZRS have been associated with severe forms of polysyndactyly: triphalangeal thumb-polysyndactyly syndrome and Haas type (syndactyly type IV) polysyndactyly (Klopocki et al., 2008; Sun et al., 2008; Wieczorek et al., 2010).

Previously, fluorescence *in situ* hybridisation (FISH) and chromosome conformation capture (3C) (Amano et al., 2009) have been used to demonstrate increased associations between *Shh* and ZRS in E10.5 limb buds compared with other tissues. However, no significant difference in gene/enhancer colocalisation was detected between the ZPA and distal anterior tissue, where *Shh* is not normally expressed, or indeed in ZPA cells between wild-type and embryos with a deletion of the ZRS. This would be consistent with a model of pre-formed enhancer-gene contacts. By contrast, FISH has revealed a significant decrease in *Shh*/ZRS colocalisation in E11.5 ZPA tissue from mouse embryos with a ZRS mutation that decreases ZRS long-range activity (Lettice et al., 2014), suggesting that juxtaposition of ZRS and *Shh* is directly linked to *Shh* activation.

We have previously combined FISH and 3C carbon copy (5C) to elucidate the role of chromatin conformation in the long-range regulation of the 5′ Hoxd genes during distal limb bud development (Williamson et al., 2012, 2014). Here, we combined these methods to characterise the *Shh* locus in tissue sections, including those derived from three discrete developmental stages of mouse limb bud development. Spatial proximity of *Shh* and ZRS, as inferred indirectly from enriched 5C interactions, was identified throughout E11.5 embryos, and 5C data confirmed that *Shh* and its known enhancers form a compact regulatory chromatin domain. However, using super-resolution microscopy we show that, despite *Shh* and ZRS being proximal to one another in the nucleus in all tissue types and temporal stages analysed, high levels of *Shh*/ZRS colocalisation occurs only in ZPA cells at the time of *Shh* activation. Comparison between *Shh*/ZRS distances and those between either *Shh* or ZRS and an intervening genomic locus are consistent with the formation of a chromatin loop between the active gene and enhancer.

## RESULTS

### Increased colocalisation of ZRS with *Shh* in the limb ZPA at E10.5 and E11.5

Previous analyses of the chromatin dynamics involved in the long-range regulation of *Shh* by ZRS have produced contradictory results, which could be due to the different temporal stages of development assayed (Amano et al., 2009; Lettice et al., 2014). To resolve this issue, we carried out FISH on whole mouse embryo sections that include posterior and anterior forelimb tissue from E10.5, E11.5 and E14.5 developmental stages (Fig. 1B). *Shh* is expressed within the ZPA at the two earlier stages but is switched off in the limb by E14.5 (Riddle et al., 1993). We compared inter-probe distances (Fig. S1A shows representative images) and colocalisation frequencies (Fig. 1C; left) between the gene and enhancer in mesenchymal tissue across the anterior-posterior axis of the distal forelimb bud. In addition, proximal limb tissue and the adjacent flank (where *Shh* is not expressed) were compared.

**Fig. 1.**
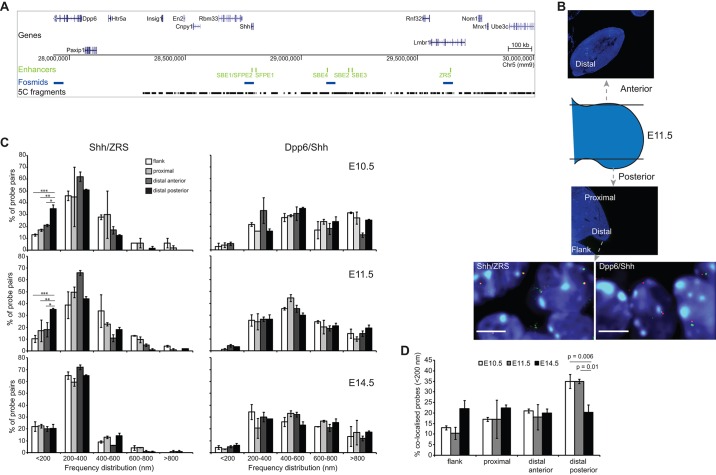
**ZRS-*Shh* proximity in the ZPA at E10.5 and E11.5.** (A) Location of genes over a 2 Mb murine genomic locus containing *Shh*, with the position of tissue-specific *Shh* enhancers shown below in green. The bottom two tracks show the locations to which the fosmid probes used for FISH hybridise (blue) and the 3C fragments amplified for 5C (black). (B) Schematic indicating the position and plane of the tissue sections taken through the anterior and posterior parts of the E11.5 forelimb bud. Distal and proximal parts of the posterior limb bud and the distal anterior limb bud are shown, as is the flank mesoderm. Below are images of nuclei from E11.5 ZPA tissue sections showing *Shh*/ZRS and *Shh*/*Dpp6* probe pairs. Scale bars: 5μm. (C) Frequency distributions of FISH inter-probe distances (d) in 200 nm bins, between *Shh* and ZRS (left column), or *Shh* and *Dpp6* probes (right column) in proximal and distal (anterior and posterior) regions of the murine forelimb bud and adjacent flank at E10.5, E11.5 and E14.5 (*n=*70-130 alleles). For E10.5 and E11.5 sections, distal posterior limb is the ZPA. Error bars represent s.e.m. obtained from two or three different tissue sections from one or two embryos. The statistical significance between data sets was examined by Fisher's exact tests: *P<0.05, **P<0.01, ***P<0.001. (D) Comparison of the proportion of colocalised *Shh*/ZRS probe pairs (<200 nm) across the three temporal developmental stages for distal anterior and posterior and proximal forelimb tissue and flank tissue. Error bars represent s.e.m. obtained from two or three different tissue sections. The statistical significance between data sets was examined by Fisher's exact tests.

By conventional wide-field deconvolution microscopy, the proportion of colocalised (<200 nm apart) *Shh* and ZRS probe pairs in ZPA cells at stages when *Shh* is expressed (E10.5, E11.5) was significantly higher (35%) than in inactive limb regions and the flank (distal anterior *P*<0.05, proximal *P*<0.01, flank *P*<0.001; Fig. 1C; Table S2). By E14.5, there is no *Shh* expression in the limb (expression ends between E11.5 and E12.5), and the *Shh*/ZRS colocalisation frequency in distal posterior cells is significantly reduced, compared with E10.5 and E11.5 ZPA (E10.5: *P*=0.006; E11.5: *P*=0.01) (Fig. 1D). At this later stage, differences in colocalisation frequencies between the distal posterior forelimb region (∼20%) and the other limb regions and the flank mesoderm are also no longer detected (Fig. 1C).

*Dpp6* is located the same linear genomic distance away from *Shh* as the ZRS, but in the other direction and outside of the *Shh* regulatory domain (Fig. 1A). In contrast to the spatial proximity of *Shh* and ZRS, *Shh* and *Dpp6* are predominantly located >400 nm apart (colocalisation frequency <5%) (Fig. 1C; right) for all tissues and developmental stages examined.

The greater colocalisation of the active enhancer (ZRS) with its target gene (*Shh*) in the ZPA at E10.5 is similar to what we reported for these loci at E11.5 (Lettice et al., 2014) and to the colocalisation frequency of *Hoxd13* and its GCR enhancer in distal posterior expressing limb tissue and cell lines at E10.5 (Williamson et al., 2012, 2014). These differences in three-dimensional chromatin conformation between active and inactive tissues contradicts the previous report suggesting an equivalent rate of *Shh*/ZRS colocalisation on both sides of the distal limb field at this developmental stage (Amano et al., 2009).

### Super-resolution imaging identifies *Shh*/ZRS colocalisation of most alleles in the ZPA

The data in Fig. 1 are consistent with active gene-enhancer colocalisation during long-range regulation. From the images of tissue sections from the three developmental stages, acquired by conventional light-microscopy, it was apparent that *Shh* and ZRS are consistently very close in the nucleus, with differences in spatial distance frequently down to the signal centroids being in different layers of the *z*-stack – the dimension with the lowest spatial resolution in the microscope. We therefore re-analysed the tissue sections containing E10.5 and E11.5 distal anterior and posterior (ZPA) cells by structured illumination microscopy (3D-SIM) (Fig. 2A). This technique doubles the resolution limit in all dimensions (Toomre and Bewersdorf, 2010) and has previously been combined with 3D-FISH (Nora et al., 2012; Patel et al., 2013).

**Fig. 2.**
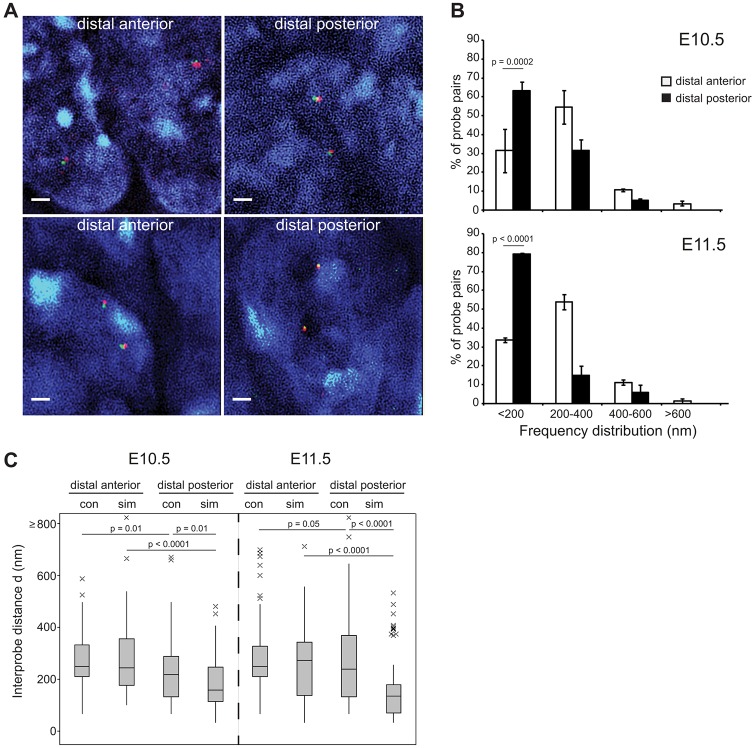
**Super-resolution imaging identifies the majority of *Shh*-ZRS probes as colocalised in ZPA tissue.** (A) Nuclei captured by super-resolution SIM imaging from the distal forelimb of E10.5 (top row) and E11.5 (bottom row) embryos after FISH with *Shh* and ZRS probe pairs. Scale bars: 1 μm. (B) Frequency distributions of *Shh*-ZRS inter-probe distances (d) measured from SIM images in 200 nm bins, in distal anterior and distal posterior regions of the murine forelimb at E10.5 and E11.5. *n=*67-100 (alleles). Error bars represent s.e.m. obtained from two different tissue sections from one embryo. The statistical significance between data sets was examined by Fisher's exact tests. (C) Boxplots show the distribution of *Shh*-ZRS inter-probe distances (d in nm) in E10.5 and E11.5 distal anterior and distal posterior limb tissue captured by conventional (con) and structured illumination (sim) microscopy. Line, median; box, interquartile range; whiskers, 95% range. The statistical significance between data sets was examined by Mann–Whitney U tests.

The greater resolution afforded by 3D-SIM, particularly for the *z* (depth) dimension (120 nm compared with 200 nm in conventional wide-field microscopy), not only confirmed the difference in *Shh*/ZRS colocalisation frequency between ZPA and distal anterior limb bud but also suggests that conventional microscopy does not fully capture the proportion of colocalised *Shh*/ZRS probe pairs, especially in the *Shh*-expressing tissues where it now peaks at 79% (Fig. 2B; Table S3). These data suggest that a substantial proportion of *Shh*/ZRS probe pairs with signal centroids not in the same plane of the *z* stack, that have been categorised as adjacent (between 200 nm and 400 nm apart; Fig. S1) due to the low *z* dimension resolution afforded by conventional wide-field microscopy, are indeed colocalised in ZPA cells. At both temporal stages, the anterior/posterior differences in *Shh*/ZRS colocalisation frequency were highly significant (E10.5: *P*=0.0002; E11.5: *P*=0.0001). Owing to variation in fluorescent probe signal strength between alleles in the same nucleus, and the limited number of *z*-stack planes imaged per nucleus by SIM to minimise fluorochrome bleaching, generally less than half of all probe pairs measured from each tissue in Fig. 2 are from both alleles of the same nucleus. However, for cells in which both alleles could be measured, ZRS/*Shh* colocalisation at both occurred in 33% (E10.5) and 59% (E11.5) of ZPA cells. The proportion of ZPA cells with only one colocalised allele was 56% (E10.5) and 31% (E11.5). Only around a tenth of ZPA cells at both temporal stages had no colocalising alleles, compared with a third of distal anterior cells. By comparing conventional and SIM data for the *Shh*/ZRS probe pair in anterior and posterior tissues at two developmental stages, we show that median inter-probe distances in distal anterior limb tissues are very similar when measured by either technique (conventional=250 nm; SIM: E10.5=246 nm, E11.5=275 nm) whereas these are significantly different for ZPA cells (E10.5: conventional=221 nm, SIM=160 nm, *P*=0.01; E11.5: conventional=241 nm, SIM=136 nm, *P*<0.0001) (Fig. 2C; Tables S4, S5).

### The *Shh*/ZRS regulatory domain is compact in expressing and non-expressing tissue

Long-range gene/enhancer colocalisation is often depicted as a looping out of the intervening chromatin fibre (Williamson et al., 2011). Our previous work on the *HoxD* locus implicated a gross compaction of the regulatory region, rather than a simple loop with extrusion of the intervening chromatin, upon activation of *Hoxd13* by the long-range (∼250-kb) limb-specific GCR enhancer (Williamson et al., 2012, 2014). We therefore used 3D-FISH and conventional wide-field deconvolution microscopy to measure the spatial distances between either *Shh* or the ZRS, and the SBE4 enhancer that drives *Shh* expression in the forebrain (Fig. 3A) (Jeong et al., 2006). SBE4 is located midway through the gene desert separating *Shh* and ZRS (Fig. 1A). If the entire genomic region between the gene and the limb enhancer forms a loop then *Shh*-SBE4 and SBE4-ZRS distances should be greater than those between *Shh* and ZRS.

**Fig. 3.**
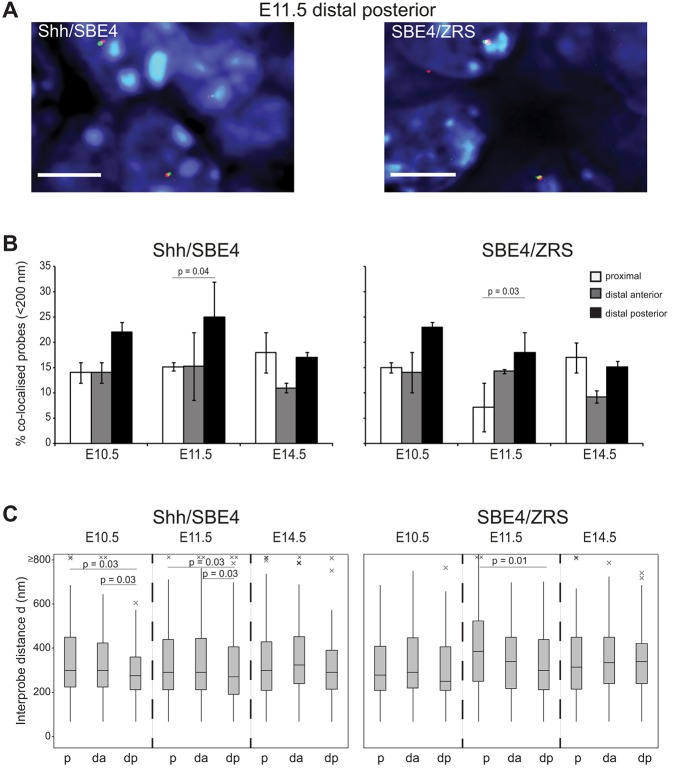
**The *Shh*-ZRS regulatory domain is maintained in a compact chromatin conformation in expressing and non-expressing tissue.** (A) Images of representative nuclei from E11.5 ZPA tissue showing FISH signals for *Shh*/SBE4 and SBE4/ZRS probe pairs. Scale bars: 5 μm. (B) Comparison of the proportion of colocalised *Shh*/SBE4 and SBE4/ZRS probe pairs (<200 nm) across the three temporal developmental stages for proximal and distal anterior and posterior (ZPA in E10.5 and E11.5 sections) forelimb tissue (*n=*70-100 alleles). Error bars represent s.e.m. obtained from two or three different tissue sections from one or two embryos. The statistical significance between data sets was examined by Fisher's exact tests. (C) Boxplots showing the distribution of interprobe distances (d) in nanometres between *Shh*/SBE4 and SBE4/ZRS in E10.5, E11.5 and E14.5 proximal (p), distal anterior (da) and posterior (dp) forelimb. The statistical significance between data sets was examined by Mann–Whitney U tests.

At both temporal stages (E10.5 and E11.5) when *Shh* is active in the distal posterior limb mesenchyme, but not at E14.5, *Shh* is closer to SBE4, and *Shh*/SBE4 colocalisation frequencies are higher, compared with the other tissues analysed (Fig. 3B,C; Fig. S2A,B; Table S5). These data suggest that the genomic region between *Shh* and the ZRS is folded into a compact chromatin domain, which is at its most compact in distal posterior *Shh*-expressing cells. However, it is also apparent that the spatial distances between *Shh* and the ZRS are less than those between either *Shh*-SBE4 or SBE4-ZRS in most expressing and non-expressing tissues (Fig. S2C). These differences are significant for most tissues analysed and, intriguingly, are particularly apparent at E14.5, well past the stage of limb-specific *Shh* activity and therefore could be indicative of a constitutive chromatin conformation.

### Topography of the *Shh* regulatory domain is maintained throughout the E11.5 embryo

Using FISH we could only infer the conformation of the *Shh* regulatory domain from the spatial relationships of three genomic loci across the *Shh*-ZRS region. To gain a more complete view of the locus, we used 5C to determine the frequency of cross-linked interactions captured between sequences in the ∼1.7 Mb region from *Insig1* ∼400 kb 3′ of *Shh* to *Ube3c* ∼350 kb beyond the ZRS (Fig. 1A) in dissected whole fore- and hindlimb buds from ∼70 E11.5 embryos (two biological replicates) (Fig. 4A, left-hand heat map; Fig. S3A; Fig. S4). 

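5C (chromosome conformation capture carbon copy) counts the ligation products between restriction fragments that were cross-linked to each other, by sequencing pairs of a forward and a reverse primer that anneal to the 2 fragment ends. The authors deposited, for each library, the number of Ion PGM reads counted on each pair of a forward and a reverse HindIII fragment, without normalisation, with fragment coordinates on mm9. All 33306 primer pairs were listed in each library, including those with no reads. The 2 limb libraries are biological replicates from the limb buds of about 70 E11.5 embryos according to the paper. It does not say whether this number is per replicate. Limb replicate 1 held 675954 reads and limb replicate 2 held 1714491 reads, of which 97.3% and 98.1% joined 2 fragments of the Shh region. In limb replicate 1, 40.7% of the 31328 primer pairs within the Shh region had no read, against 34.0% in limb replicate 2. As in the paper, the reads of each contact were divided by total reads, here the sum of the deposited counts of the library, and multiplied by 1000. They were averaged over pairs of 28-kb windows. Here the average was taken over all forward and reverse primer pairs of a window pair, a median of 14, with unread pairs as 0. Windows were counted from the first base of the Shh region, which gave 61 windows. Each window pair was also divided by the mean of all window pairs at the same separation (observed over expected). The smallest interaction frequency that 3 reads on 1 primer pair can show was 0.00444 in limb replicate 1 and 0.00175 in limb replicate 2. Reads were amplified by PCR without molecular identifiers, so the Wilson 95% intervals given for the interaction frequencies cover counting error only. Across window pairs at separations of 2 windows or more, Spearman's rank correlation of the 2 limb replicates was 0.815 and Pearson's correlation was 0.927 (1769 window pairs, which are not independent replicates), or 0.812 and 0.822 without 10 isolated contacts. The variance between the 2 limb libraries was 15.4 times that of counting noise, as chi-square per degree of freedom over 19283 primer pairs. A small set of 10 primer pairs, each read at least 20 times as often as any of the primer pairs around it in at least 2 of the 5 libraries, held 14.1% of the reads of limb replicate 1 and 8.04% of those of limb replicate 2. These isolated contacts were kept in the values unless their removal is stated.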

We were unable to dissect cells suitable for 5C specifically from the ZPA. 

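The domains were examined in the 2 limb replicates with an insulation score, the mean interaction frequency in a square of 5 by 5 windows across each window edge, as log2 over the mean of all edges. On the side of the region that holds Shh, the lowest score of limb replicate 1 was -1.19 at 28793087 on chromosome 5 (mm9), and that of limb replicate 2 was -1.29 at 28821087. Rbm33 ends at 28745784 and Shh lies from 28783355 to 28793641 (minus strand, ENSMUSG00000002633.3), so these positions lie at or beyond the 5′ end of Shh and not between Rbm33 and Shh. Both were the lowest of the 52 edges scored. At the window edge between Rbm33 and Shh the score was -1.02 in limb replicate 1 and -1.04 in limb replicate 2, rank 3 in both. On the side that holds the ZRS, the lowest score was at 29661087 in both replicates, within Lmbr1 (29556354 to 29704930, minus strand, ENSMUSG00000010721.8), at -0.79 in limb replicate 1 and -0.56 in limb replicate 2. This edge was less pronounced, ranking 5 and 6 among the 52 edges. At the start of the window that holds the 5′ end of Lmbr1, the boundary named by the paper, the score was -0.50 and -0.55, ranking 12 and 7. With the domain edges set at the windows that hold the boundaries named by the paper, window pairs within a domain had a mean observed over expected 1.62 times that of window pairs in different domains (1.62 ± 0.00296, SD, n = 2 replicates). Among the 23 placements of a middle domain of the same 33 windows, this contrast ranked 2 in both replicates. The highest contrasts, 1.65 and 1.62, came with the middle domain placed from 28737087 to 29661087, 1 window to the left. The contrast changed most when the median over primer pairs was taken in place of the mean, which gave 2.13. The domains did not contribute alike. In limb replicates 1 and 2 the mean observed over expected was 1.29 and 1.28 within the Shh domain. Within the domain 3′ of Shh it was 1.14 and 1.12, close to the 1.08 and 1.05 of pairs between the outer domains. Within the domain beyond Lmbr1, which holds an isolated contact, it was 1.95 and 2.01.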

Three interaction domains can be identified, with the middle topologically associated domain (TAD) containing *Shh* and its entire known regulatory elements with the boundaries located 3′ of *Rbm33* and within the 5′ end of *Lmbr1*. This *Shh* regulatory TAD corresponds well with that identified by Hi-C in mouse embryonic stem cells (Dixon et al., 2012).

**Fig. 4.**
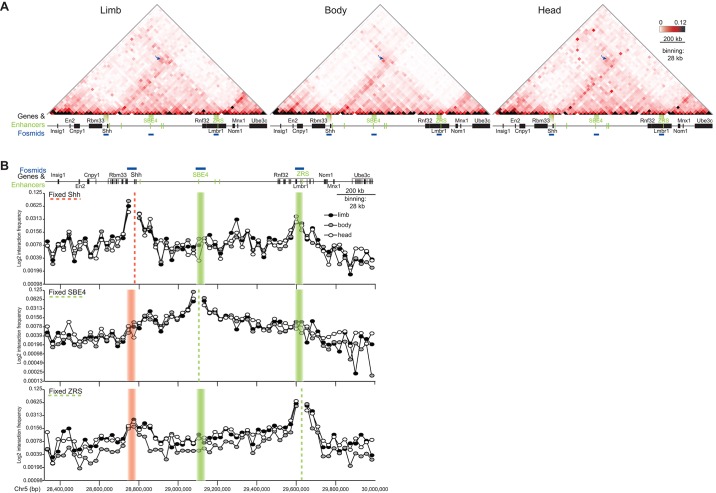
**5C-seq identifies enriched interactions between *Shh* and ZRS in E11.5 embryos.** (A) Heat maps showing 5C data from cells of the limbs, bodies and heads of E11.5 embryos, across the 1.7-Mb *Shh* region shown in Fig. 1. Heat-map intensities represent the average of interaction frequency for each window, colour-coded according to the scale shown. Interaction frequencies were normalised based on the total number of sequence reads in the 5C data set and the data shown is binned over 28-kb windows. Arrows indicate interaction frequencies between windows containing *Shh* and ZRS. Data for biological replicates are in Fig. S3A and unprocessed normalised data are shown in Fig. S4. (B) Virtual 4C analysis obtained by extracting 5C interactions with viewpoints fixed at *Shh*, SBE4 and ZRS. Dashed lines indicate the position of the fixed viewpoint from the *Shh* genomic region (pink) or regulatory elements (green). Data from limbs are in black filled circles, bodies in grey filled circles and heads in unfilled circles. Genome coordinates on chromosome 5 (Chr5) are from the mm9 assembly of the mouse genome.

In limb cells, 5C cross-linked interactions are enriched between genomic fragments across the *Shh* and ZRS loci (Fig. 4A, left-hand heat map; Fig. S3A; Fig. S4). 

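Shh was assigned to the 28-kb window ending at 28793086 on chromosome 5 (mm9), which holds all of the gene except its 5′ end. The ZRS was assigned to the window from 29633087 to 29661086, within Lmbr1, by its position in Fig. 1A. This window overlaps 1 annotated exon of Lmbr1. The 2 windows are 868 kb apart and are joined by 22 primer pairs. In limb replicate 1 these had 778 reads, an interaction frequency of 0.0523 (Wilson 95% interval 0.0488 to 0.0561). In limb replicate 2 they had 1759 reads and an interaction frequency of 0.0466 (0.0445 to 0.0489). The mean was 0.0495 ± 0.00402 (SD, n = 2). The observed over expected of this window pair was 5.08 in limb replicate 1 and 4.44 in limb replicate 2, a mean of 4.76 ± 0.451 (SD, n = 2). It had the highest interaction frequency of all window pairs at that separation in both replicates. The window that holds the 5′ end of Shh, from 28793087 to 28821086, had a lower observed over expected with the ZRS window. This was 2.53 ± 0.234 (SD, n = 2). The adjacent window on the Shh side of the ZRS, from 29605087 to 29633086, had an interaction frequency with Shh of 0.0514 in limb replicate 1 and 0.0625 in limb replicate 2, where it exceeded that of the ZRS window. Of the alternative settings, the median over primer pairs moved the observed over expected most, to 8.10, and the mean over primer pairs with at least 1 read gave the lowest value, 2.83.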

The general spatial proximity of *Shh* and the ZRS detected by FISH and inferred from enriched 5C interaction frequencies in expressing and non-expressing tissues suggests that this conformation is constitutive. 

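5C libraries from the bodies and heads of E11.5 embryos were compared with those from the limb. Body was represented by 1 library and head by 1 sample with 2 technical libraries, each tissue from 3 embryos according to the paper. The authors deposited read counts per primer pair without normalisation, as for the limb. The body library held 1056071 reads, the first head library 1048682 and the second head library 931061. The reads of the 2 head libraries were summed and counted as 1 sample. Neither body nor head had a biological replicate, so differences between tissues have no replicate check on these sides. Of the primer pairs within the Shh region, 25.9% had no read in body, against 48.5% and 58.7% in the 2 head libraries. At an equal depth of 675954 reads, 22044 of these primer pairs were read in body, 18566 and 19401 in the limb replicates, and 15692 and 12612 in the head libraries. The 10 isolated contacts held 0.150% of the reads in body, 5.80% in the first head library and 17.9% in the second. The 2 head libraries, although technical replicates, had a rank correlation across window pairs of 0.614. Limb replicate 1 and body had a rank correlation of 0.808, and limb replicate 2 and body one of 0.835. Pearson's correlation, which the isolated contacts dominate, was 0.887 for the head libraries and 0.260 and 0.366 for the limb replicates with body, and 0.618, 0.741 and 0.851 without these contacts. The variance between the head libraries was 31.9 times that of counting noise.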

To determine whether the high cross-linking efficiency of *Shh* and ZRS identified in E11.5 limb buds can also be detected in tissues where the ZRS is not active we carried out 5C on cells derived from the bodies and heads of E11.5 embryos. Even with the vast majority of these cells not expressing *Shh*, high read frequencies between *Shh* and ZRS were captured (Fig. 4A, middle and right-hand heat maps; Fig. S4) and the same TAD structures could be discerned as seen in limb tissue.

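The window pair holding Shh and the ZRS had 829 reads in body, an interaction frequency of 0.0357 (Wilson 95% interval 0.0333 to 0.0382), and 2020 reads in head, an interaction frequency of 0.0464 (0.0444 to 0.0484). The observed over expected was 4.78 in body and 3.70 in head, and 4.76 ± 0.451 (SD, n = 2) in limb. In the separate head libraries it was 4.35 and 3.05. The window pair ranked 2 among those at its separation in body and in head. Under the alternative settings it stayed between 2.53 and 5.67 in body and between 2.27 and 6.78 in head. The window that holds the 5′ end of Shh had an observed over expected with the ZRS window of 2.66 in body and 2.43 in head.

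The lowest insulation score on the Shh side was -1.18 at 28793087 in body and -1.33 in head, at the edge of the Shh window that faces Rbm33. On the ZRS side it was -0.78 in body, at the window edge set for the boundary in Lmbr1, and -0.71 at 29661087 in head. These positions were within 1 window of those of limb replicate 1, while the left one of head was 2 windows from that of limb replicate 2. Window pairs within a domain had an observed over expected 1.87 times that of pairs in different domains in body and 1.62 times in head, against 1.62 in limb. From the proximity in FISH and the enriched 5C contacts in tissues with and without Shh expression, the paper proposes, as a possibility, that this conformation is constitutive.

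**Figure D1:**
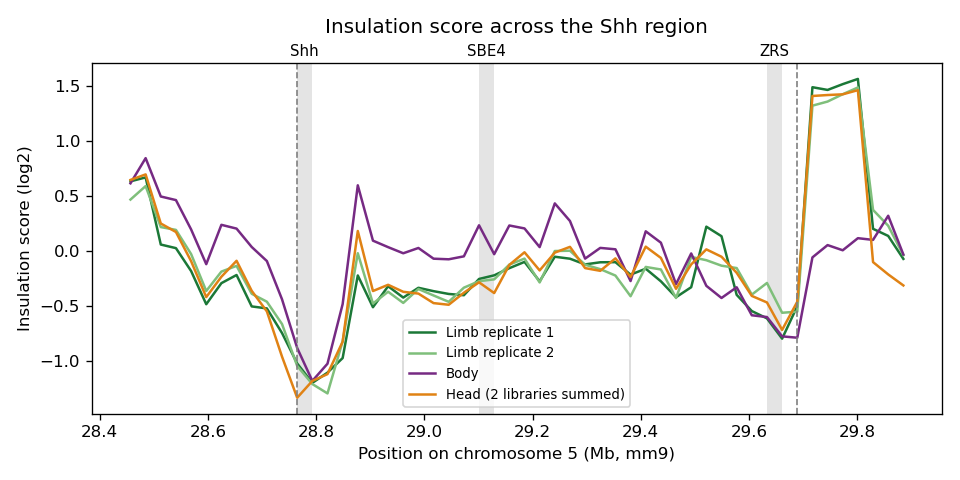
Insulation score (log2, vertical axis) at each window edge along chromosome 5 (Mb, mm9, horizontal axis) for the 2 limb replicates, body and head. Grey bands are the windows of Shh, SBE4 and the ZRS, and dashed lines are the domain edges set from the paper. All 4 samples have their lowest score beside Shh, between -1.18 and -1.33, and a shallower one near the right dashed line. The high scores beyond that line in limb and head include an isolated contact with 29645 reads in limb replicate 1 and 668 in body. They raise the mean of all edges to which each score is relative, so depths cannot be compared directly between samples. The median score was -0.236 in limb replicate 1, -0.176 in limb replicate 2, -0.203 in head and 0.0122 in body.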

To examine more closely the regions probed by FISH (*Shh*, SBE4 and ZRS) we generated ‘virtual 4C’ plots from the 5C data (Fig. 4B; Fig. S3B) (Williamson et al., 2014). From the viewpoint of *Shh*, overall interaction frequencies with the rest of its regulatory domain are similar in limb-, body- and head-derived tissues, and are not substantially higher than those extending into the adjacent TAD 3′ of *Shh* (Fig. 4B compare the top track with the track that profiles SBE4 located in the middle of a TAD). 

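The mean interaction frequency of the Shh window with the windows of its own domain, at separations of 2 to 16 windows, was divided by that with the adjacent domain 3′ of Shh at the same separations. This ratio was 1.17 in body. It was 8.17 in limb replicate 1, 3.78 in limb replicate 2 (5.97 ± 3.10, SD, n = 2) and 6.11 in head. These high values came from 1 isolated contact. It joined the fragment from 28763979 to 28767078 to that from 29166827 to 29168466, and had 33102 reads in limb replicate 1, 34778 in limb replicate 2 and 375 in body. Without the isolated contacts, a setting chosen after seeing the data, the ratio was 0.987 in limb, 1.11 in body and 1.15 in head. When contacts were capped at the 99th percentile of their separation, it was 0.991 in limb, 1.11 in body and 1.16 in head. The mean interaction frequency on the side of the regulatory domain was then similar between the samples. Without the isolated contacts it was 0.0174 in limb replicate 1, 0.0167 in limb replicate 2, 0.0176 in body and 0.0184 in head. The reads of these contacts stayed in the total, and were 14.1% of it in limb replicate 1 and 0.150% in body. Limb and head values would be higher with these reads left out of the total, while the body value would hardly change. The similarity was not tested in that way. The ratios of the 2 sides do not depend on the total. From the viewpoint of SBE4 (window from 29101087 to 29129086), the mean observed over expected within the Shh domain was 1.56 ± 0.371 (SD, n = 2) times that with the domain 3′ of Shh in limb, 1.99 times in body and 1.53 times in head. The same ratio for the Shh window was 3.54 ± 0.432 (SD, n = 2) in limb, 2.31 in body and 3.40 in head, and 2.08, 2.26 and 1.92 without the isolated contacts. In interaction frequencies not corrected for separation, the mean of the SBE4 window with the Shh domain was 3.68 times that with the domain 3′ of Shh in limb replicate 1, 2.64 times in limb replicate 2, 4.53 times in body and 2.93 times in head. For the Shh window the same ratio was 4.79, 2.56, 1.31 and 3.73, and 1.34, 1.18, 1.29 and 1.32 without the isolated contacts.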

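Beyond the 2 windows on either side of the viewpoint, 56 windows were compared from Shh. In body the highest interaction frequency of Shh was with the window from 29605087 to 29633086, beside the ZRS window, at 0.0708, and the ZRS window ranked 3. In limb and head the highest value was with the window from 29157087 to 29185086, at 1.84 in limb replicate 1, 0.770 in limb replicate 2 and 1.21 in head, and it came from 1 isolated contact. The next highest in limb replicate 2 were the window beside the ZRS (0.0625) and the ZRS window (0.0466). In head they were the window from 28849087 to 28877086, 84 kb from Shh, at 0.0803, and the window beside the ZRS at 0.0530. In limb replicate 1 the gene desert window from 29297087 to 29325086, in which no gene is annotated, was next at 0.0642, above the ZRS window at 0.0523. The gene desert window had an interaction frequency with Shh of 0.0242 in limb replicate 2, 0.0248 in body and 0.0316 in head. Limb replicate 1 was thus 2.66 times limb replicate 2 (95% interval from the reads, 2.39 to 2.94). Of the 42 window pairs at this separation, 40 were compared, and 2 of these had a larger log2 ratio between the limb replicates. A single primer pair held 527 of the 738 reads of this window pair in limb replicate 1 and 275 of 705 in limb replicate 2. It joins the fragments from 29319273 to 29320195 and from 28770697 to 28780563.

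**Figure D2:**
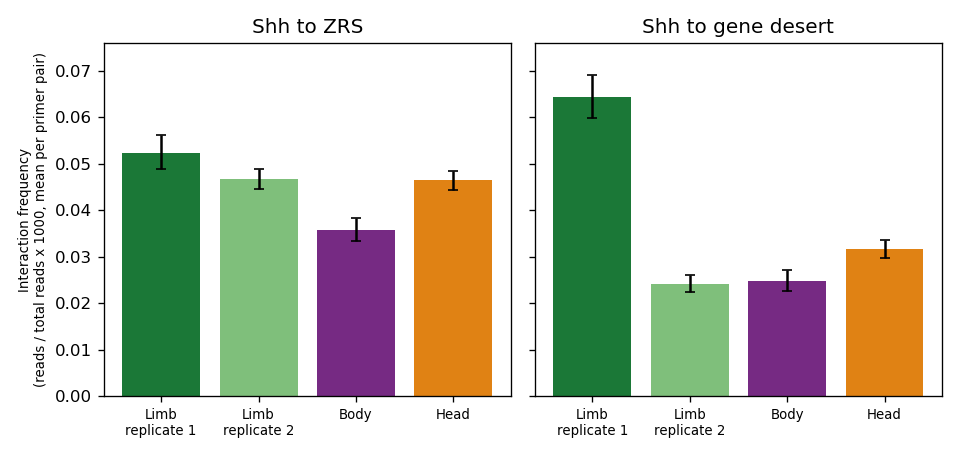
Interaction frequency of the Shh window with the ZRS window (left) and with the gene desert window (right), as the mean over primer pairs of reads divided by total reads times 1000. Bars are the 2 limb replicates, body and head, and error bars are Wilson 95% intervals on the reads. The Shh to ZRS values lie between 0.0357 and 0.0523, while the gene desert value is 0.0642 in limb replicate 1 and between 0.0242 and 0.0316 in the other samples.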

Highest interaction frequencies for *Shh*, apart from genomic regions immediately adjacent, are with regions within the neighbourhood of ZRS (limb-specific high interactions with a loci within the gene desert that does not contain any known regulatory elements was not identified in the limb replicate data; Fig. S3B). 

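From the viewpoint of the ZRS, the mean interaction frequency with the Shh window and the windows on either side of it was divided by the median of all windows on the Shh side at separations of 10 windows or more. This enrichment was 2.15 in limb replicate 1 and 1.92 in limb replicate 2 (2.03 ± 0.161, SD, n = 2), 3.06 in body and 2.10 in head. Beyond the 2 windows on either side of the ZRS window, the Shh window had the highest interaction frequency of 56 windows in limb replicate 1, body and head. It ranked 2 in limb replicate 2, at 0.0466 against 0.0470 for the window from 29493087 to 29521086. The median of the other windows was 0.0182 in limb replicate 1, 0.0191 in limb replicate 2, 0.00960 in body and 0.0179 in head.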

ZRS has reciprocal enriched interactions with the *Shh* region (Fig. 4B, bottom track). However, these are not detectably higher in limb than in the embryonic body or head.

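The reads of each window pair were compared between limb (2 replicates) and non-limb tissue (body and head as 2 samples) with edgeR's quasi-likelihood test and TMM normalisation. For the Shh and ZRS windows the log2 fold change, limb over non-limb, was 0.11 (standard error 0.32, adjusted p = 0.990 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 1874 window pairs tested passed an adjusted p of 0.05, and 41 had an unadjusted p under 0.05. That is a smaller share than the 0.05 that would arise with no true difference, so the 41 are not evidence of one. With 56-kb windows the log2 fold change of Shh and the ZRS was -0.04, and with the window grid shifted by 14 kb it was 0.38. In tables simulated with the same read numbers and spread, the test recovered 2.53% of window pairs changed by a log2 fold change of 1 and 81.9% of those changed by 2. Changes of 1 over all window pairs were thus mostly missed with these samples. Changes between 1 and 2, and recovery for the Shh and ZRS pair alone, were not simulated. The interaction frequency of Shh and the ZRS was 0.0495 ± 0.00402 (SD, n = 2) in limb. Head, at 0.0464, was within 1 SD of limb, and body, at 0.0357, was lower by more than that. The observed over expected did not separate limb (4.76 ± 0.451, SD, n = 2) from body (4.78). Head was lower at 3.70, but its libraries differed (4.35 and 3.05). Without the isolated contacts the observed over expected was 4.27 in head, 5.43 and 4.76 in the limb replicates and 4.79 in body, so head stayed lowest there. The order of the tissues depended on the setting. With the median over primer pairs the observed over expected was 8.10 in limb, 5.23 in body and 6.78 in head. With 14-kb windows it was 4.40, 2.92 and 3.10, so body was lowest in both. With 56-kb windows it was 4.00 in limb, 5.67 in body and 3.23 in head. Over a block of 3 by 3 windows it was 3.15, 4.54 and 2.48. The paper states in its discussion that the colocalisation seen by microscopy is not matched by higher 5C interactions, and leaves open whether ZPA cells were too few in the limb buds or the proximity is poorly captured by the method.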

## DISCUSSION

### Activation of *Shh* in the limb bud is accompanied by colocalisation with the ZRS

Using 3D-FISH and super-resolution imaging, we provide compelling evidence that colocalisation (<200 nm) of *Shh* and the ZRS enhancer is associated with *Shh* expression in the ZPA region of the distal posterior forelimb bud, to an extent not seen in control tissues, including the limb bud after *Shh* expression has ceased at E14.5 (Figs 1, 2). The colocalisation frequencies detected by super-resolution microscopy rise to almost 80% at E11.5, suggesting that the vast majority of *Shh* alleles in the ZPA are juxtaposed to the ZRS located 1 Mb of genomic distance away. Analysis of the FISH images by either conventional wide-field or structured illumination microscopy showed a significantly higher gene-enhancer colocalisation frequency in the ZPA than in nuclei from the distal anterior region of the same limb buds (Figs 1, 2). This anterior-posterior difference in chromatin folding is consistent with our previous analysis for *Shh* and ZRS in E11.5 fore- and hindlimbs (Lettice et al., 2014) and is similar to the preferential colocalisation of *Hoxd13* and GCR in E10.5 distal posterior limb buds (Williamson et al., 2012). Like *Shh*, *Hoxd13* expression is restricted to the posterior margin of the distal limb bud at this stage. These data, however, contradict previously published work that could not identify significant differences in *Shh*-ZRS proximity between the *Shh*-expressing ZPA and distal anterior cells (Amano et al., 2009). Those data were derived from single-cell suspensions of dissected tissue from specific points across the distal limb bud whereas our data are from sections cut through whole embryos; therefore, cell/tissue preparation may be a factor in discrepancies between the data sets.

### *Shh* and its regulatory elements are located within a compact chromatin domain

Long-range interactions between genes and *cis*-regulatory elements are usually described as loops, which should be visualised as a coming together of the two loci to the exclusion of the intervening chromatin (Williamson et al., 2011; Fraser et al., 2015). Indeed a looping mechanism in distal limb could be inferred from the shorter inter-probe distances between *Shh* and ZRS, than for either of these probes with the forebrain SBE4 enhancer – even though the latter is located midway between *Shh* and ZRS on the linear chromosome (Fig. S2C). To our knowledge, this apparent *Shh*/ZRS chromatin ‘loop’ is the first to be identified by FISH.

However, the *Shh*-ZRS distances are shorter than distances to SBE4 not only in the ZPA but also in anterior limb and in E14.5 tissues when the ZRS is no longer active. But, *Shh*/ZRS colocalisation frequencies are not significant in those tissues. Another interpretation of these data is that the *Shh* regulatory domain (Fig. 4A; Fig. S3A; Fig. S4) is maintained in a tightly folded chromatin conformation where *Shh* and the ZRS are generally proximal in nuclear space. That the *Shh*-containing TAD is indeed compact can be discerned from the frequency distribution graphs, which show that most *Shh*/ZRS, *Shh*/SBE4 and SBE4/ZRS probe pairs are adjacent (200-400 nm) or colocalised (<200 nm), with median interprobe distances of between 220 and 345 nm for most tissues and developmental stages analysed (Fig. 1B; Fig. S2A,B; Table S5). This is consistent with our 5C analysis of E11.5 limb bud, body and head cells which suggests that the *Shh* regulatory region forms a constitutive self-interacting domain; the *Shh* TAD has also been identified in embryonic stem cells by Hi-C (Dixon et al., 2012). These data show somewhat enriched interactions between cross-linked DNA fragments from the genomic regions containing *Shh* and ZRS (Fig. 4; Figs S3, S4), but in all analysed tissues/cell types. The very high colocalisation frequencies that we see by microscopy between ZRS and *Shh* in the distal posterior limb at stages of *Shh* expression are not reflected in elevated interactions captured by 5C. Similarly, the increased compaction of the intervening genomic region in ZPA cells inferred from FISH analysis of distances to the neural SBE4 enhancer could not be identified by 5C. 

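Interaction frequencies between the windows of SBE4 and of Shh and the ZRS were compared in the 5C libraries of whole limb buds, body and head. The Shh and SBE4 windows had an interaction frequency of 0.0159 ± 0.00121 (SD, n = 2) in limb, 0.0214 in body and 0.00668 in head. Their observed over expected was 1.03 ± 0.00274 (SD, n = 2) in limb, 1.83 in body and 0.410 in head. The SBE4 and ZRS windows had an interaction frequency of 0.0207 ± 0.00223 (SD, n = 2) in limb, 0.00951 in body and 0.0185 in head, and an observed over expected of 0.990 ± 0.0360 (SD, n = 2), 1.15 and 0.681. For Shh and SBE4, limb was between body and head in both measures, also with each head library taken alone (0.00895 and 0.00413). For SBE4 and the ZRS, the interaction frequency in limb was above body and above the summed head sample. The head libraries differed, at 0.0228 in the first, above both limb replicates (0.0223 and 0.0192), and 0.0135 in the second. Their observed over expected for SBE4 and the ZRS was 1.11 and 0.392. The expected values at the separation of SBE4 and the ZRS include an isolated contact, and were 0.0231 in limb replicate 1 and 0.00827 in body. Without the isolated contacts, the observed over expected of SBE4 and the ZRS was 1.97 in limb replicate 1, 1.63 in limb replicate 2, 1.17 in body and 1.51 in head.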

We do not know whether this is because the *Shh*-expressing (ZPA) cells do not present at a high enough proportion of cells in the dissected limb buds, or because the spatial proximities of *Shh* and ZRS, and the ZPA-specific chromatin domain, is not well captured by chromosome conformation methods (Belmont, 2014). Conversely, our previous analysis comparing 5C and FISH has highlighted that spatial proximity should not always be inferred from enriched cross-linked interactions between 3C fragments (Williamson et al., 2014).

### Facilitating gene regulation by enhancer–promoter proximity

Here, we have shown that local chromatin conformation maintains spatial proximity of *Shh* with the regulatory domain containing its enhancers – including the limb-specific enhancer ZRS – in a variety of cell types, not just those expressing *Shh*. If the physical interaction of active enhancers and their target gene promoters is essentially a stochastic process, their constitutive relative proximity within the same chromatin domain could be advantageous – for example, by reducing the search space of the enhancer for the promoter (Williamson et al., 2011; Benabdallah and Bickmore, 2015). Consistent with this model, we have previously shown that, in the limb, expression levels of a reporter gene inserted into several positions across the whole *Shh* regulatory domain, is highest when the reporter inserts close to either the ZRS or *Shh* compared with insertion sites within the intervening gene desert (Anderson et al., 2014). These data suggest that ZRS-induced expression requires direct or indirect interactions with the target gene and these interactions are optimised by minimising the search space within a constrained chromatin domain. Whether the actual colocalisation of the ZRS with *Shh* in the ZPA is a cause or consequence of limb-specific *Shh* activation remains to be determined.

## MATERIALS AND METHODS

### Fish

For 3D-FISH, E10.5, E11.5 and E14.5 embryos from CD1 mice were collected, fixed, embedded, sectioned and processed as previously described (Morey et al., 2007), except that sections were cut at 6 μm. Fosmid clones (Fig. 1A; Table S1) were prepared and labelled as previously described (Morey et al., 2007). Between 160 and 240 ng of biotin- and digoxigenin-labelled fosmid probes were used per slide, with 16-24 μg of mouse Cot-1 DNA (Invitrogen) and 10 μg salmon sperm DNA.

### Image analysis

For 3D analysis of tissue sections by conventional microscopy, slides were imaged with a Hamamatsu Orca AG CCD camera (Hamamatsu Photonics), Zeiss Axioplan II fluorescence microscope with Plan-neofluar or Plan apochromat objectives, a Lumen 200 W metal halide light source (Prior Scientific Instruments) and Chroma #89014ET single excitation and emission filters (Chroma Technology Corporation) with the excitation and emission filters installed in Prior motorised filter wheels. A piezoelectrically driven objective mount (PIFOC model P-721, Physik Instrumente & Co, Karlsruhe) was used to control movement in the *z* dimension. Hardware control, image capture and analysis were performed using Volocity (PerkinElmer). Images were deconvolved using a calculated point spread function with the constrained iterative algorithm of Volocity (PerkinElmer). Image analysis was carried out using the Quantitation module of Volocity (PerkinElmer).

### SIM imaging

Images were acquired using structured illumination microscopy (SIM) performed on an Eclipse Ti inverted microscope equipped with a Nikon Plan Apo TIRF objective (NA 1.49, oil immersion) and an Andor DU-897X-5254 camera. Laser lines at 405, 488 and 561 nm were used. Step size for *z*-stacks was set to 0.120 μm, which is well within the Nyquist criterion. For each focal plane, 15 images (five phases, three angles) were captured with the NIS-Elements software. SIM image processing and reconstruction were carried out using the N-SIM module of the NIS-Element Advanced Research software. Image analysis was carried out using the Quantitation module of Volocity (PerkinElmer) with *x* and *y* binning resolution of 32 nm.

### 3C library preparation

Limbs from ∼70 E11.5 embryos, three E11.5 embryos with the limbs and heads removed, and the heads of three E11.5 embryos were collected in 15 ml tubes with enough PBS to cover them and to dissociate the cells by repeated pipetting with enlarged tip ends. Cells were fixed with 1% formaldehyde for 10 min at room temperature (r.t.). Crosslinking was stopped with 125 mM glycine, for 5 min at r.t. followed by 15 min on ice. Cells were centrifuged at 400 ***g*** for 10 min at 4°C, supernatants removed and cell pellets flash frozen on dry ice.

Cell pellets were treated as previously described (Dostie and Dekker, 2007; Ferraiuolo et al., 2010; Williamson et al., 2014). *Hin*dIII-HF (NEB) was the restriction enzyme used to digest the crosslinked DNA.

### 5C primer and library design

5C primers covering the *Usp22* (mm9, chr11: 60,917,307-61,003,268) and *Shh* (mm9, chr5: 28,317,087-30,005,000) regions were designed using ‘my5C.primer’ (Lajoie et al., 2009) and the following parameters: optimal primer length of 30 nt, optimal TM of 65°C, default primer quality parameters (mer:800, U-blast:3, S-blasr:50). 

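The deposited tables list 354 HindIII fragments of the Shh region, from 28317087 to 30005000 on chromosome 5, and 11 of the Usp22 region, from 60917307 to 61003268 on chromosome 11 (mm9). The fragments of the Shh region have a median length of 2427 bp and cover 67.2% of its length. In the mouse reference sequence of the same build (NCBIM37), 728 of the 730 fragment ends lie at a HindIII site. The 28-kb windows hold between 1 and 11 fragments each.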

Primers were not designed for large (>20 kb) and small (<100 bp) restriction fragments, for low complexity and repetitive sequences, or where there were sequence matches to >1 genomic target. The *Usp22* region was used to assess the success of each 5C experiment but was not used for further data normalisation or quantification.

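Contacts within the Usp22 region took 1.17% of the reads in limb replicate 1, 1.20% in limb replicate 2, 1.88% in body and 1.12% and 0.838% in the 2 head libraries. Contacts between the Usp22 region on chromosome 11 and the Shh region on chromosome 5 took 1.53% and 0.724% of the reads in the limb replicates, 0.0722% in body, and 0.614% and 2.36% in the head libraries, over 1948 primer pairs. In limb and head most of these reads lay on 2 isolated contacts. Without them 754 and 1487 reads remained in the limb replicates, 593 in body, and 1475 and 5981 in the head libraries.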

The universal A-key [CCATCTCATCCCTGCGTGTCTCCGACTCAG-(5C-specific)] and the P1-key tails [(5C-specific)-ATCACCGACTGCCCATAGAGAGG] were added to the forward and reverse 5C primers, respectively. Reverse 5C primers were phosphorylated at their 5′ ends. An alternating design consisting of 365 primers in the *Shh* region (182 forward and 183 reverse primers) was used. 

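In the deposited tables, 176 fragments of the Shh region carry a forward primer and 178 a reverse primer. With the 6 forward and 5 reverse fragments of the Usp22 region, the tables hold 365 fragments in all. No contact between 2 forward fragments or 2 reverse fragments can be read, so 31328 pairs of fragments are measured within the Shh region.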

Primer sequences are listed in Table S6.

### 5C library preparation

5C libraries were prepared and amplified with the A-key and P1-key primers as previously described (Fraser et al., 2012). Briefly, 3C libraries were first titrated by PCR for quality control (single band, absence of primer dimers, etc.), and to verify that contacts were amplified at frequencies similar to those usually obtained from comparable libraries (same DNA amount from the same species and karyotype) (Dostie and Dekker, 2007; Dostie, et al., 2007; Fraser, et al., 2010). We used 1-10 μg of 3C library per 5C ligation reaction.

5C primer stocks (20 μM) were diluted individually in water on ice, and mixed to a final concentration of 2 nM. Mixed diluted primers (1.7 μl) were combined with 1 μl of annealing buffer (10× NEBuffer 4, New England Biolabs) on ice in reaction tubes. To each tube 1.5 μg salmon testis DNA was added, followed by the 3C libraries and water to a final volume of 10 μl. Samples were denatured at 95°C for 5 min, and annealed at 55°C for 16 h. Ligation with Taq DNA ligase (10 U) was performed at 55°C for one hour. One tenth (3 μl) of each ligation was then PCR amplified individually with primers against the A-key and P1-key primer tails. We used 26 cycles based on dilution series showing linear PCR amplification within that cycle range. The products from three to five PCR reactions were pooled before purifying the DNA on MinElute columns (Qiagen).

5C libraries were quantified by bioanalyser (Agilent) and diluted to 26 pmol (for Ion PGM Sequencing 200 Kit v2.0). One microlitre of diluted 5C library was used for sequencing with an Ion PGM Sequencer. Samples were sequenced onto Ion 316 Chips following the Ion PGM Sequencing 200 Kit v2.0 protocols as recommended by the manufacturer (Life Technologies).

### 5C data analysis

Analysis of the 5C sequencing data was performed as previously described (Berlivet et al., 2013). Sequencing data were processed through a Torrent 5C data transformation pipeline on Galaxy (https://main.g2.bx.psu.edu/). Data were normalised by dividing the number of reads of each 5C contact by the total number of reads from the corresponding sequence run. All scales shown correspond to this ratio multiplied by 10^3^. For each experiment, the number of total reads, and of used reads, is provided in Table S7. The unprocessed heat maps of the normalised 5C datasets can be found in Fig. S4.

How the deposited data were processed for this re-analysis (not part of the article)

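5C was performed by the authors on E11.5 mouse limb (2 biological replicates), body (1 library) and head (1 sample with 2 technical libraries). Ion PGM reads were processed by the authors through a Torrent 5C data transformation pipeline on Galaxy, and the deposited values are read counts per pair of a forward and a reverse HindIII fragment, not normalised, with coordinates on mm9. The deposited tables also give the distance between the 2 fragments, which was not used. Every one of the 33306 primer pairs is listed in each library.

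The read counts were summed over the 2 head libraries. They were divided by the total reads of the sample and multiplied by 1000. The total was the sum of the deposited counts, whereas the paper divides by the total reads of the sequence run. Values were averaged over all forward and reverse primer pairs between 28-kb windows counted from 28317087 on chromosome 5. Windows of Shh, SBE4, the ZRS and the gene desert contact were chosen by positions read from Fig. 1A and Fig. 4B. Expected values were the mean of all window pairs at the same separation. The domain contrast used separations of 2 windows or more, and the insulation score used squares of 5 by 5 windows. Total reads were 675954 and 1714491 in the limb replicates, 1056071 in body, and 1048682 and 931061 in the head libraries. Wilson 95% intervals and the floor of 3 reads cover counting error only, since PCR reads are not independent molecules.

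Limb was compared with body and head as non-limb tissue, because body and head are 1 sample each. The test was edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr) in R 4.3.3 on reads per window pair, with Benjamini-Hochberg adjustment at 0.05, and DESeq2 1.42.0 was an alternative. The common biological coefficient of variation was 0.387. Other values have no test between tissues. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0 were used, with the NCBIM37 sequence and the GENCODE annotation of the same build.

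The measures were tested on simulated data. In 20 simulated tables, both domain edges were found within 1 window in all 20, and a contact set 4 times higher ranked first at its separation in 17. A contrast of 2 put into the simulation gave a median contrast of 1.41, so the contrast is understated by this measure. The edgeR test was tested on simulated counts with the real means and spread. It recovered 2.53%, 81.9% and 93.5% of about 200 window pairs changed by log2 fold changes of 1, 2 and 3, with 1, 11 and 5 unchanged window pairs called.

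The window pairs named in the text are all pairs among Shh, SBE4, the ZRS and the gene desert point, the 3 windows with the highest interaction frequency from each viewpoint beyond 2 windows on either side, and up to 5 window pairs past the edgeR threshold, of which there were none. Alternatives fixed before the data were examined were windows of 14 and 56 kb, a grid shifted by 14 kb, reads of the Shh region as denominator, balanced primer totals, the median over primer pairs, the mean over read primer pairs, capping at the 99th percentile, each limb replicate or head library left out, and other squares, blocks, separations and domain edges. For the edgeR test they were DESeq2, library totals, no filter on low counts and primer pairs in place of window pairs. The mean over all fragment pairs and the removal of the isolated contacts were added after the data were seen. Removal took these contacts out of the window means but left their reads in the total. Isolated contacts are primer pairs with at least 100 reads and at least 20 times the reads of the most-read pair among those of the 2 neighbouring primers on each side, in at least 2 libraries, and at a separation of at least 84 kb, and these limits were also set after the data were seen. The FISH experiments, the primer lists and the read totals of Table S7 were not used here.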

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

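The tests of lost chromatin contacts and of joining between chromosomes were chosen only after the result was seen, and the test of sequence similarity was chosen before.

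A signal appeared between the Usp22 and Shh regions, contacts on which the paper reports no values. The primer pair joining the fragment from 60918191 to 60924238 on chromosome 11 to that from 29508039 to 29514012 on chromosome 5 had 9181 reads in limb replicate 1, 9854 in limb replicate 2, 4345 and 14700 in the 2 head libraries, and 162 in body. It was 1 of 10 isolated contacts, 8 within the Shh region and 2 between the chromosomes. Together they took at most 17.9% of the reads of a library (the second head library) and 0.150% in body. On average over limb and head libraries, those within the Shh region took 41.9 to 95.9 times the share they took in body.

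Similar sequence at the fragment ends was tested as a technical explanation. The longest run shared by the 30 bases at the ends had a median of 5.5 over the isolated contacts, against 6 over 2000 random pairs of a forward and a reverse fragment, so the ends were no more alike than those of other pairs. A biological explanation, contacts of chromatin that are lost in body, was tested on the primer pairs surrounding the 8 isolated contacts within the Shh region. Their share in limb and head was a median of 1.99 times that in body (from 0.882 to 3.67), and with those around the 2 contacts between chromosomes a median of 2.15 (up to 7.82), a change in the same direction but far smaller than that of the isolated contacts, so this explanation was neither met nor excluded. The limit for reading this value was changed after it was seen, from a limit of 2, on either side of which these medians lie. If primers were joined without the 2 fragments lying on 1 chromosome, contacts between chromosomes would differ from body as much as the others, and the lowest ratio of limb and head to body for those between chromosomes was 64.0. Only 2 such contacts were tested, both chosen for being isolated in at least 2 of the 5 libraries, 4 of which are limb or head. The other contacts between chromosomes differed less, with a mean interaction frequency of 0.000573 and 0.000446 in the limb replicates and 0.000723 and 0.00330 in the head libraries, against 0.000289 in body. Products of library preparation and lost contacts both remain open, and the pattern cannot be told apart from a difference between library batches, which the labels do not give. Tissue and library are the same thing for body, so no biological meaning is claimed.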

How the results depend on the processing

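Alternatives were fixed before the data were examined unless stated. Most values without a test were compared with the SD of the 2 limb replicates, the SD of the 2 head libraries, or the Wilson interval in body. For positions of the lowest insulation score this spread was set to at least 1 window. The gene desert ratio was compared with a spread of 0.289 and the rank correlation of the limb replicates with one of 0.0151. Over 332 recomputed values, 204 were counted as within these spreads, 127 as moved by more and 1 as a change of sign. The log2 fold change of Shh and the ZRS, 0.11 with a standard error of 0.32, changed sign in 2 alternatives, with 56-kb windows (-0.043) and without limb replicate 1 (-0.02). The 56-kb value is the 1 counted apart, and the other was counted among the 204. Both changes were smaller than the standard error.

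The observed over expected of Shh and the ZRS stayed above 1 in limb, body and head in every alternative run, between 2.83 and 8.10 in limb, 2.53 and 5.67 in body, and 2.27 and 6.78 in head. The domain contrast also stayed above 1, between 1.33 and 2.13 in limb, 1.63 and 2.08 in body, and 1.34 and 2.19 in head. The ratio of the 2 sides of Shh did not keep its side of 1 and ran from 0.987 to 8.17 in limb and from 0.855 to 1.97 in body. In head it ran from 1.07 to 10.6, but no change there exceeded the SD of the 2 head libraries, which was 5.37. None of the alternatives gave a window pair past the adjusted p of 0.05 between limb and non-limb tissue. The number at an unadjusted p under 0.05 was 41 in the reported fit, 63 with DESeq2, 34 with library totals, 44 with no filter, 15 with 56-kb windows, 54 with the shifted grid, 627 of 17466 primer pairs, 86 with the first head library and 28 with the second. The cause of the changes of sign was not tested. With each limb replicate left out in turn the log2 fold change ran from -0.02 to 0.24, as a value with no test, and no count of window pairs was made, since 1 limb sample remained.

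The following values moved by more than the spread, and the cause was not tested except for the ratio of the 2 sides of Shh in limb, which fell from 5.97 to 0.987 when the isolated contacts were removed. With 14-kb windows, the observed over expected of Shh and the ZRS was 2.92 in body, the domain contrast was 1.62 in limb and 1.86 in body, the ratio of the 2 sides of Shh was 1.09 in limb and 1.31 in body, the SBE4 domain ratio was 1.68 in body, the Shh domain ratio from observed over expected was 2.51 in limb, 2.13 in body and 2.14 in head, the enrichment of Shh from the ZRS was 2.30 in limb, 3.23 in body and 2.54 in head and the rank correlation of the limb replicates was 0.663. With 56-kb windows, the observed over expected of Shh and the ZRS was 4.00 in limb and 5.67 in body, the domain contrast was 1.64 in limb and 1.82 in body, the lowest insulation score on the ZRS side was at 29661087 in limb replicate 1 and 29381087 in limb replicate 2 (mean 29521087), the ratio of the 2 sides of Shh was 1.25 in body, the SBE4 domain ratio was 1.86 in body and 1.74 in head, the Shh domain ratio from observed over expected was 2.76 in body, the enrichment of Shh from the ZRS was 1.71 in limb, 2.48 in body and 1.69 in head, the gene desert ratio of the limb replicates was 1.65 and the rank correlation of the limb replicates was 0.934. With the grid shifted by 14 kb, the observed over expected of Shh and the ZRS was 3.17 in limb, 2.53 in body and 2.50 in head, the domain contrast was 1.64 in limb and 1.91 in body, the lowest insulation score beside Shh was at 28751087 in body, the lowest insulation score on the ZRS side was at 29703087 in both limb replicates and 29703087 in head, the ratio of the 2 sides of Shh was 1.46 in limb and 1.97 in body, the SBE4 domain ratio was 1.90 in body, the Shh domain ratio from observed over expected was 2.67 in limb and 2.85 in body, the enrichment of Shh from the ZRS was 2.38 in limb, 3.25 in body and 2.56 in head and the gene desert ratio of the limb replicates was 1.53. After balancing of primer totals, the observed over expected of Shh and the ZRS was 4.25 in limb and 5.16 in body, the domain contrast was 1.58 in limb, 1.92 in body and 1.53 in head, the lowest insulation score beside Shh was at 28765087 in both limb replicates, the lowest insulation score on the ZRS side was at 29633087 in body, the ratio of the 2 sides of Shh was 1.32 in limb and 1.15 in body, the Shh domain ratio from observed over expected was 2.23 in limb, 2.24 in body and 1.81 in head, the enrichment of Shh from the ZRS was 2.24 in limb, 3.27 in body and 2.37 in head and the rank correlation of the limb replicates was 0.721. For the median over primer pairs, the observed over expected of Shh and the ZRS was 8.10 in limb, 5.23 in body and 6.78 in head, the domain contrast was 2.13 in limb, 2.08 in body and 2.19 in head, the lowest insulation score on the ZRS side was at 29661087 in limb replicate 1 and 29437087 in limb replicate 2 (mean 29549087), the ratio of the 2 sides of Shh was 1.11 in limb and 0.855 in body, the SBE4 domain ratio was 2.41 in limb, 2.42 in body and 2.31 in head, the Shh domain ratio from observed over expected was 3.10 in limb and 1.88 in body, the enrichment of Shh from the ZRS was 2.55 in limb, 3.91 in body and 2.33 in head, the gene desert ratio of the limb replicates was 3.10 and the rank correlation of the limb replicates was 0.761. Over primer pairs with at least 1 read, the observed over expected of Shh and the ZRS was 2.83 in limb, 3.77 in body and 2.27 in head, the domain contrast was 1.33 in limb, 1.63 in body and 1.34 in head, the lowest insulation score on the ZRS side was at 29661087 in limb replicate 1 and 29465087 in limb replicate 2 (mean 29563087), the ratio of the 2 sides of Shh was 1.10 in body, the SBE4 domain ratio was 1.13 in limb, 1.59 in body and 1.12 in head, the Shh domain ratio from observed over expected was 2.98 in limb and 1.90 in body, the enrichment of Shh from the ZRS was 1.60 in limb, 2.77 in body and 1.73 in head and the rank correlation of the limb replicates was 0.681. Under capping at the 99th percentile, the observed over expected of Shh and the ZRS was 4.28 in body, the domain contrast was 1.57 in limb and 1.81 in body, the ratio of the 2 sides of Shh was 0.991 in limb and 1.11 in body, the Shh domain ratio from observed over expected was 1.94 in limb, 2.00 in body and 1.84 in head, the enrichment of Shh from the ZRS was 2.73 in body and 1.99 in head and the gene desert ratio of the limb replicates was 1.17. Averaged over all fragment pairs, a setting chosen after seeing the data, the domain contrast was 1.62 in limb and 1.88 in body and the ratio of the 2 sides of Shh was 1.13 in body. Without the isolated contacts, also chosen after seeing the data, the domain contrast was 1.59 in limb, the ratio of the 2 sides of Shh was 0.987 in limb and 1.11 in body and the Shh domain ratio from observed over expected was 2.08 in limb, 2.26 in body and 1.92 in head. Over a block of 3 by 3 windows, the observed over expected of Shh and the ZRS was 3.15 in limb and 2.48 in head. In squares of 3 by 3 windows, the lowest insulation score on the ZRS side was at 29465087 in limb replicate 1 and 29381087 in limb replicate 2 (mean 29423087), 29605087 in body and 29829087 in head. At separations of 5 windows or more, the domain contrast was 1.71 in limb, 2.02 in body and 1.71 in head. For domain edges at the measured minima, the domain contrast was 1.41 in limb and 1.73 in body. From the second head library alone, the enrichment of Shh from the ZRS was 2.13 in head.

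No paired analysis was possible because body and head have 1 sample each, which leaves at most 1 pair of limb with either of them. The depth limits the test between limb and non-limb tissue less than the spread between samples does, since the variance of the limb replicates was 15.4 times counting noise. In head, 48.5% and 58.7% of primer pairs had no read, which limits single contacts there.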

Differences from the paper's values

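The interaction frequency of Shh and the ZRS was 0.0523 in limb replicate 1, against the paper's value of about 0.026 in Fig. 4B, read by eye. In body it was 0.0357 against the paper's about 0.018 in Fig. 4B, read by eye, and in head 0.0464 against the paper's about 0.022 in Fig. 4B, read by eye. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value in limb, where the median over primer pairs (0.0392) was nearest. In body, 14-kb windows (0.0215) and the shifted grid (0.0223) came within 1.5 times of it. In head, 14-kb windows (0.0309) and the shifted grid (0.0283) did as well. Of these, only 14-kb windows in body came within the SD of the limb replicates (0.00402) of the paper's value. The other alternatives did not. Whether the total reads used in the paper match the summed counts used here was not checked. The mean over all fragment pairs, with pairs of 2 forward or 2 reverse fragments as 0, was chosen after seeing the values and gave 0.0256 in limb, 0.0174 in body and 0.0227 in head.

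The interaction frequency of Shh and the gene desert window was 0.0642 in limb replicate 1, against the paper's about 0.031 in Fig. 4B, read by eye. Of the alternatives set before the data were examined, 56-kb windows (0.0363), 14-kb windows (0.0129), the shifted grid (0.0177), the median over primer pairs (0.0163), capping (0.0217) and limb replicate 2 alone (0.0242) differed from it by less than the SD of the replicates (0.0283), which is large because the replicates differ on this contact, so this is a weak comparison, while the denominator of Shh region reads, balanced primer totals and the mean over read primer pairs did not. The mean over all fragment pairs, chosen after seeing the values, gave 0.0312.

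The interaction frequency of Shh and the window from 29157087 to 29185086 was 1.84 in limb replicate 1, against the paper's about 0.014 in Fig. 4B, read by eye. Of the alternatives set before the data were examined, 14-kb windows (0.0217), 56-kb windows (0.511), the shifted grid (0.0221), balanced primer totals (0.0411), the median over primer pairs (0.0133), capping (0.0253) and limb replicate 2 alone (0.770) differed from it by no more than about the SD of the replicates (0.757), which is large, while the denominator of Shh region reads and the mean over read primer pairs did not. Removal of the isolated contacts, chosen after seeing the values, gave 0.0290, and with the mean over all fragment pairs as well, also chosen after seeing the values, 0.0137.

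The paper states that the highest interaction frequencies of Shh, apart from adjacent regions, are near the ZRS, except for a gene desert contact in limb that its replicate did not show. Here the highest value in limb and head was with the window from 29157087 to 29185086 (1.84, 0.770 and 1.21), which came from 1 isolated contact. Without the isolated contacts, chosen after seeing the values, the window beside the ZRS was highest in limb replicate 2 (0.0625) and in body (0.0708), and in limb replicate 1 the gene desert window (0.0642) was highest, as the paper also reports. In head it was the window from 28849087 to 28877086 (0.0803, against 0.0530 beside the ZRS). The paper states that interactions of Shh with its own domain are similar between tissues and not much higher than with the adjacent domain. Here the ratio of the 2 sides was 5.97 in limb, 1.17 in body and 6.11 in head, and the difference in limb and head came from the same isolated contact. The ratio was 0.991, 1.11 and 1.16 with capping, set before the data were examined, and 0.987, 1.11 and 1.15 without the isolated contacts, chosen after seeing the values, so neither leaves a difference from the paper. The paper places a domain boundary 3′ of Rbm33, and here the lowest insulation in both limb replicates and body was 1 or 2 windows further, at 28793087 or 28821087, while that of head was between Rbm33 and Shh. This depends on the setting. The position was between Rbm33 and Shh in both limb replicates with balanced primer totals (28765087), and in limb replicate 2 but not limb replicate 1 with the shifted grid (28751087 and 28807087) and the median over primer pairs (28765087 and 28821087). The body position was between them with the shifted grid (28751087) and the median over primer pairs (28765087), all set before the data were examined. The paper counts 365 primers in the Shh region, and here 354 were counted there and 11 in the Usp22 region.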

Other observations

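The tests on the gene desert contact and on the fragment near Lmbr1 were chosen only after the result was seen, and those on the head libraries were chosen before their results, although the isolated contacts used in 1 of them were defined after the data were seen.

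The 2 technical head libraries were less alike by rank (rank correlation across window pairs 0.614) than limb and body (0.808 and 0.835). Counting noise was tested with 20 pairs of libraries drawn at random from the summed reads at the same depths, and the lowest rank correlation was 0.985, so counting noise at this depth does not account for the difference. Without the isolated contacts the rank correlation was 0.609, but few window pairs hold such a contact and a rank correlation hardly responds to them, so this test decides nothing. Pearson's correlation, which does respond, was 0.887 for the head libraries, above 0.260 and 0.366 for limb and body. It was 0.618 without the isolated contacts, below 0.741 and 0.851. These contacts thus raised the similarity of the head libraries and do not account for its being low. By rank, the second head library was also less like the other tissues, at 0.652 and 0.655 with the limb replicates and 0.623 with body. The first head library had 0.748, 0.782 and 0.787, so the low similarity lay mainly with the second. No biological explanation was tested, as the libraries come from 1 sample, and steps of library preparation remain.

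The gene desert contact of Shh in limb replicate 1 was tested for its dependence on 1 primer pair. Without the most-read primer pair, the ratio of limb replicate 1 to limb replicate 2 fell from 2.66 to 1.24. The log2 ratio with it was 1.41, more than the SD of 0.82 over the 40 window pairs compared at this separation. Of these, 2 had a larger log2 ratio. It was chosen for its reads in limb replicate 1, so its removal would lower the ratio even by chance. The median over primer pairs, which does not depend on a single primer pair, gave a ratio of 3.10, but from few reads per primer pair, while capping at the 99th percentile, which also limits single primer pairs, gave 1.17. The same primer pair also held 72.2% of the reads of this window pair in the second head library and 54.8% in body, but 36.6% in the first head library. Removal of the pair and capping bring the replicates close to each other and the median does not, so how much of the difference this primer pair carries is left open.

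The reverse fragment from 29713093 to 29716181, just beyond the 5′ end of Lmbr1, was the most read towards Ube3c at separations of 56 to 280 kb in limb replicate 1 (0.239, against 0.107 towards Shh). This ranking does not reflect the isolated contact of the reverse fragment from 29703904 to 29705290, with 29645 reads in limb replicate 1. An efficient primer would be read more on both sides. Among 158 reverse primers, that of the fragment from 29713093 ranked 4 or better on both sides in 4 of the 5 libraries, and in body it ranked 5 towards Ube3c and 55 towards Shh. Its log2 ratio of the 2 sides was 1.50 in body and 0.83 to 1.21 in the other libraries. The side towards Ube3c was used to choose it, so only the side towards Shh informs the test. In the 4 libraries where it ranked high on both sides, the pattern cannot be told apart from an efficient primer. In body its rank towards Shh was not high, but this is 1 library, so the explanation is left open.

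In body, the window from 29605087 to 29633086 beside the ZRS had an observed over expected with Shh of 8.54, against 4.60 ± 0.338 (SD, n = 2) in limb and 4.45 in head. The body value has no replicate.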
